A study of Mus musculus with 8 samples. Its data were reported in "Targeting lymphoid-derived IL-17 signaling to delay skin aging" (2023).

How the data were processed

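Transcripts were counted by bulk RNA sequencing in 8 libraries of mouse epidermal cells, 4 from aged and 4 from adult animals. Each sample's group and replicate number came from its title. The labels name the mouse strain as C57BL/6J. They call the extracted molecule polyA RNA, whereas the protocol names a stranded total RNA kit with removal of ribosomal RNA, and this disagreement was left as it stands.

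The authors deposited a table of raw read counts per gene, with whole numbers for 27179 genes and no normalization, in which genes are listed by Entrez identifier. According to the study's methods and the labels, reads were aligned to the mm10 mouse genome with STAR 2.5.2b, and counts were made with featureCounts on its inbuilt annotation. The labels also list the older mm9 build, without saying what it was used for. Reads overlapping several genes were counted for each of them, reads aligning to several places were not counted, and duplicate reads were kept. Whether strand was used in the counting is not given in the sources used here, so a gene and an overlapping antisense gene cannot be told apart. Near-identical gene copies lose the reads they share, and their single values are uncertain.

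Symbols and positions came from the RefSeq annotation of the same assembly, which named 25275 identifiers. A further 17 were named from GENCODE, and 1887 have no symbol and are given by identifier. The libraries held 75027694 to 90140102 counts. At that depth counting error is small for most genes, and the spread between animals sets the precision. Replicates of a group differed far beyond counting error, with a chi-square per degree of freedom of 80.9 to 455 between pairs, so none was a second deposit of another.

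Counts were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with trimmed-mean (TMM) scaling. The 17702 genes kept by edgeR's expression filter for the age groups were tested, with a common biological coefficient of variation of 0.258. A gene was called at a Benjamini-Hochberg adjusted p under 0.1 and an estimated fold change over 1.25, the study's own thresholds. Every adjusted p of a gene comes from this test unless another tool is named. Fold changes are log2 values of aged over adult with their standard error (SE), and levels are counts scaled to an equal library total (CPM) with the SD over 4 libraries.

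The design, the gene lists, the rule for named genes and most alternative settings were fixed before the deposited counts were analysed. They were written after the study's own calls on these samples, which come with their counts, had been read. The lists and the rule are therefore not fully independent of these data. The study fitted an experimental batch, but which sample belonged to which batch is not given in the sources used here, so no batch entered the test. A 2-level batch, replicates 1 and 2 against 3 and 4, was set as an alternative after the study's own calls on these samples had been read, and is therefore not independent of them. Other alternatives were 3 further scalings, 2 further filters, limma-voom with limma 3.58.1, DESeq2 1.42.0, the study's settings (DESeq2 with the 2-level batch and a shrunken fold), the replicate number as a block, each library left out in turn, and each pair of replicates alone. Leaving out adult replicates 3 and 4, and an interaction of age with the replicate pair, were added after seeing the data.

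The titles give both groups the replicate numbers 1 to 4, and the labels do not say what a number marks. Deviations from the group means, correlated across genes between aged and adult libraries of the same number, gave 0.136, 0.396, 0.196 and 0.197. All 4 lie over 0.1, so the numbers were taken to pair the samples, on the data alone. Some unlike numbers also lay over 0.1. These were aged 4 with adult 3 (0.293), aged 3 with adult 4 (0.242), aged 1 with adult 4 (0.136) and aged 2 with adult 1 (0.105). The remaining unlike numbers lay under 0.1. The pairing is therefore uncertain, as are the replicate block and the splits by pair that rest on it. Not every library correlated best with the library of its own number.

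For 43 gene lists of pathways, cell types, sample identity and RNA quality, 41 had at least 5 tested genes. Their direction was tested with fry, a rotation test that asks whether the genes of a list move on balance one way, without comparing them with other genes. Its p-values were adjusted over the 41 lists. The mixed form of fry, for changes in either direction, and camera, with a preset correlation of 0.01 or an estimated one, were also run. Named genes were the 8 called genes with the largest rise and the 8 with the largest fall that had a mean of at least 1 CPM, separated groups and no predicted-gene symbol. To these were added up to 4 called members of each list, 18 fixed genes, and the members of the lists on sex and on substrain. This gave 46 genes, of which 12 were too low to test. Genes outside the rule are named as chosen after their values were seen.

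The tests were tried on simulated counts of 17521 genes with the libraries' means and sizes, of which 200 were changed. Without a batch effect, the edgeR test recovered 43.3% of the 1.5-fold, 86.6% of the 2-fold and 98.5% of the 4-fold changes. Of its 173 calls 21 were false, against 67 of 236 for DESeq2 and 47 of 216 for the study's settings. With a batch effect added, on 17565 genes, the edgeR test recovered 34.3%, 77.6% and 100% of these changes, with 3 of 144 calls false. A simulated list with 20 genes raised 2-fold was recovered, and 0 of 40 unchanged lists were called. Recovery of lists with smaller shifts was not tried. The simulated spread between libraries came from the fit with the 2-level batch, not from the main fit. The simulated genes were drawn independently of one another, and the batch effect was the same in both age groups. Genes of the real lists move together, with an estimated correlation of 0.934 for class II antigen presentation. These rates therefore need not hold for the real libraries.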

Results

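Gene expression was measured in epidermal cells isolated from the skin of aged and adult mice, with 4 libraries per group, each made from a separate mouse by the study's methods. The labels give an age of 73 weeks for the aged and of 17 to 25 weeks for the adult mice. They also give every sample, the adult ones included, a control IgG antibody at 210 µg in 100 µl into the abdominal cavity 3 times per week for 12 weeks. The study's methods describe these injections for ageing mice from 73 weeks of age on, and give its aged mice a higher age. They name adult and aged mice apart from the aged mice treated with IgG or with the neutralizing antibodies. The library kit also differed between these comparisons. Whether the mice of either group received the injections, and how old the aged mice were, is therefore not settled here. If only the aged mice received them, the injections differ between the groups together with age. Aged replicates 1 to 4 held 82299940, 90140102, 75027694 and 86561651 counts, and adult replicates 1 to 4 held 79273057, 86345617, 77609101 and 80625056. The mitochondrial ribosomal RNA mt-Rnr2 took 14.0% to 25.8% of them, and all mitochondrial genes took 31.1% in adult replicate 4, 25.5% in aged replicate 4 and 25.3% in adult replicate 3. The comparison asks which genes differ with age in these cells, and whether inflammatory signals are among those that rise.

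Few single genes set the aged apart from the adult cells, and none of them was a cytokine or chemokine. Of 17702 tested genes 5 were higher and 15 lower in aged cells. Cadps2, which acts in the release of dense-core vesicles, rose 6.16-fold, from 1.25 ± 0.18 CPM in adult to 7.72 ± 1.07 CPM in aged cells (SD, n = 4 each). Nnt, the transhydrogenase of the inner mitochondrial membrane, rose from 8.88 ± 2.83 to 25.1 ± 2.56 CPM. Ide, the insulin-degrading enzyme and the most abundant of the genes that fell, went from 233 ± 28.2 to 113 ± 14.3 CPM, and the imprinted zinc-finger gene Peg3 from 10.3 ± 3.98 to 1.93 ± 0.38 CPM. Nnt, Ide and Peg3 also belong to the list of substrain and copy-number candidates described below.

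The log2 fold change was 2.62 ± 0.18 for Cadps2 (adjusted p = 0.0016), 1.499 ± 0.215 for Nnt (adjusted p = 0.062), -1.05 ± 0.13 for Ide (adjusted p = 0.028) and -2.41 ± 0.29 for Peg3 (adjusted p = 0.028). Peg3 overlaps the antisense transcript Peg3os, and their reads cannot be told apart here. Entpd4b, a nucleotide-hydrolysing enzyme gene, fell by 0.98 ± 0.09 (adjusted p = 0.0047), from 39.1 ± 2.52 to 19.8 ± 1.18 CPM. Its near-identical copy Entpd4 had 0 counts in all libraries. Efcab7 rose by 1.09 ± 0.17 (adjusted p = 0.096). Among the others that fell were Lhfpl1 (-1.88 ± 0.26), Add2 (-1.76 ± 0.24), which encodes beta-adducin of the membrane skeleton, Rps4l (-1.68 ± 0.24) and Fgfbp3 (-1.48 ± 0.22), which encodes a carrier of fibroblast growth factors.

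Several of the called genes lie side by side or are copies of one another. On the mm10 assembly, Fgfbp3 (chromosome 19, 36917550 to 36919599) and Ide (chromosome 19, 37268743 to 37334544) are neighbours, and the genes between them, Btaf1 and Cpeb3, differed by -0.28 ± 0.11 and -0.24 ± 0.17 without passing (adjusted p = 0.805 and 0.850). The copies Tmem254a, Tmem254b and Tmem254c (chromosome 14, 25923298 to 26207025) fell together, by 1.80 ± 0.18, 1.83 ± 0.19 and 1.75 ± 0.19 on the log2 scale. Their summed level was 31.4 ± 5.15 CPM in aged and 109 ± 24.8 CPM in adult cells. Fam177a and Fam177a2, neighbouring copies on chromosome 12 (55124435 to 55217168), rose by 0.52 ± 0.07 and 0.55 ± 0.07. Nnt lies at 119335527 to 119409257 on chromosome 13 and Cadps2 at 23262773 to 23841175 on chromosome 6.

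The remaining 5 genes that fell lie outside the rule for named genes and were chosen after their values were seen. They are Atp6v0e2 (-1.323 ± 0.197), which encodes a subunit of the proton pump of acidic vesicles, Fam167a (-0.67 ± 0.10), the ubiquitin ligase gene Mid1 (-0.64 ± 0.09), and the identifiers 100504453 (-2.19 ± 0.32) and 791405, which have no symbol. Identifier 791405 had 1 count over the aged and 433 over the adult libraries, a ratio of 458 with a 95% counting interval of 81.7 to 18123. In all 20 called genes the 4 aged values lay on one side of the 4 adult values. Over all tested genes this held for 626, or 3.54%, where chance gives 2.86%.

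**Figure D1:**
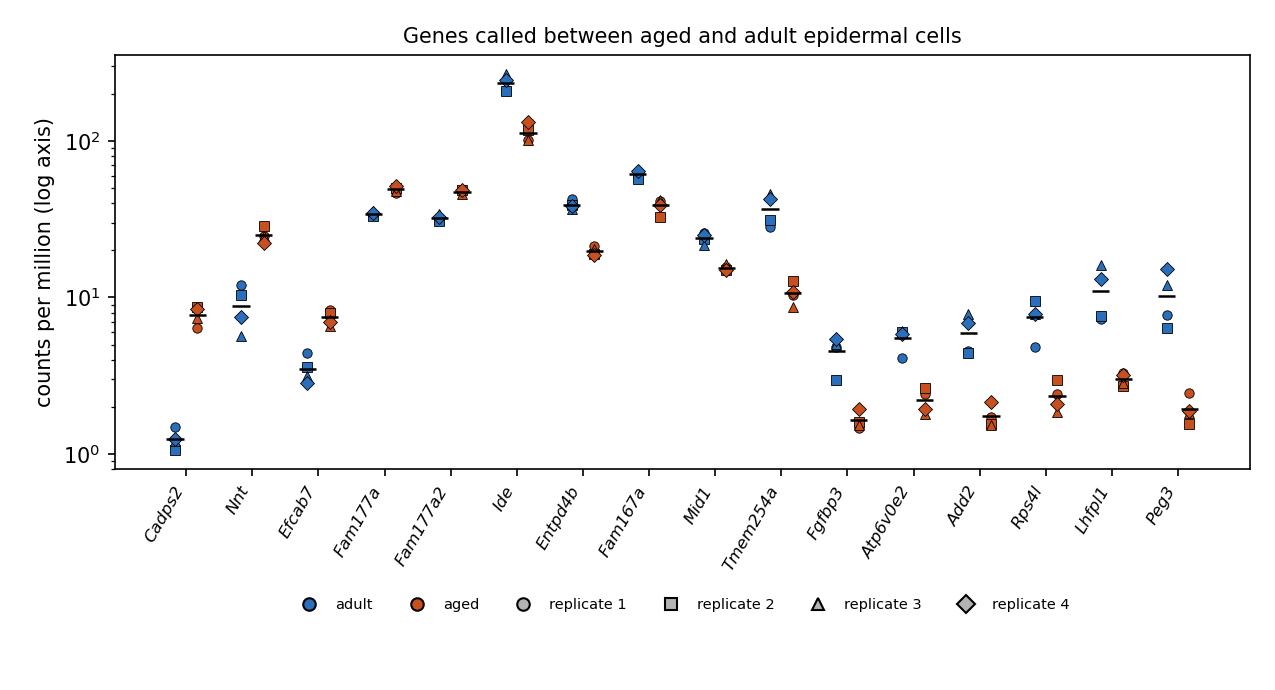
CPM (log axis) of the 16 called genes with a symbol, 1 of the 3 Tmem254 copies standing for all, in each aged and adult library, with bars at the group means. The Cadps2 values lie between 6.36 and 8.65 in aged and between 1.05 and 1.498 in adult cells, and in every gene shown the groups do not overlap.

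The count of called genes depended on the fit. With the replicate number as a block 1 gene was higher and 2 lower, namely Cadps2, Entpd4b and identifier 791405, and with scaling by library size alone 1 was higher and 12 lower, a share of lower calls of 92.3% against 75%. Without aged replicate 1, 2, 3 or 4 the calls numbered 10, 8, 6 or 7, and without adult replicate 1, 2, 3 or 4 they numbered 15, 13, 15 or 7. Only Cadps2, Tmem254a, Tmem254b, Tmem254c, Entpd4b and identifier 791405 were called in each of these 8 fits. DESeq2 without a batch called 68 higher and 122 lower.

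With the 2-level batch, which parts replicates 1 and 2 from 3 and 4, 21 genes rose and 36 fell in aged cells, and these included all 20. The genes named here and not named above were chosen after their values were seen. Those that rose held 3 neighbouring genes of inflammatory caspases on chromosome 9 (5298517 to 5373034), Casp12 by 1.81 (adjusted p = 0.030), Casp4 by 0.80 (adjusted p = 0.082) and Casp1 by 0.71 (adjusted p = 0.084). Casp12 stood at 6.83 ± 0.29 CPM in aged and 2.10 ± 0.95 CPM in adult cells. The Srp54a and Srp54b copies beside the Fam177a genes rose by 0.47 and 0.48, and Gpha2 and Guca2a, which encode secreted peptides, by 1.54 and 1.61. Among the genes that fell were the growth factor gene Fgf18 (-1.67), Gsdma3 of the pore-forming gasdermin family (-0.87), the matrix gene Adamtsl1 (-1.57), the chromatin remodeller Chd5 (-1.35) and the small Y RNA genes Rny1 (-0.95) and Rny3 (-0.99).

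Cytokine genes as a group did not differ between aged and adult cells by more than the spread between animals. The 26 tested cytokines had a median log2 fold change of 0.07, with 17 above and 9 below 0 (fry adjusted p = 0.757), and the 23 chemokines a median of -0.07 with a mean of 0.01 (fry adjusted p = 0.916). No member of either list was called by edgeR over all genes. Adjusted over the list alone, 0 cytokines and 1 chemokine passed, and at an unadjusted p under 0.05 there were again 0 and 1. The chemokine was Ccl20, which attracts Ccr6-bearing lymphocytes, at 1.002 ± 0.584 CPM in aged and 0.26 ± 0.13 CPM in adult cells (1.92 ± 0.48, list-alone adjusted p = 0.069). DESeq2 without a batch called it too (adjusted p = 0.029). With the study's settings the calls in these lists were Ccl20 (adjusted p = 0.012) and the alarmin cytokine Il33 (adjusted p = 3.35e-05), which stood at 65.5 ± 21.5 CPM in aged and 35.7 ± 22.3 CPM in adult cells. By edgeR the log2 fold change of Il33 was 0.88 ± 0.44 (adjusted p = 0.836), with 0.60 within replicates 1 and 2 and 1.52 within 3 and 4.

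The IL-17 response list, of genes that keratinocytes raise under this cytokine, had a median of 0.23 over 24 genes (fry adjusted p = 0.757). Over all genes edgeR called 0 of them, with 6 higher and 2 lower at an unadjusted p under 0.05, and DESeq2 without a batch called 1 higher and 1 lower. Adjusted over the list alone, 5 were higher and 2 lower, all of them at a list-alone adjusted p of 0.064 or 0.099. Besides Ccl20 the higher ones were the wound keratin Krt16 (0.58 ± 0.21), the RNase gene Zc3h12a (0.67 ± 0.25), the metalloreductase gene Steap4 (0.63 ± 0.24) and the protease gene Mmp3 (1.319 ± 0.511). The lower ones were Krt17 (-0.89 ± 0.25) and Cebpb (-0.41 ± 0.16). The study's settings called the same genes except Cebpb. Several had larger values within replicates 3 and 4 than within 1 and 2, such as Ccl20 (3.05 against 0.97), Mmp3 (2.48 against 0.83) and Zc3h12a (1.17 against 0.27), none of which passed a test of the interaction of age with the replicate pair. In adult replicates 3 and 4 the list was lower than in adult replicates 1 and 2 by a mean log2 shift of -0.72 ± 0.31 (SE over genes), and without these 2 libraries its median was 0.19 (fry adjusted p = 0.939). Camera with its preset correlation gave this list an adjusted p of 0.037 and, with an estimated correlation, an adjusted p of 0.816.

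Other inflammatory groups had small medians. The 46 cytokine and chemokine receptors had a median of 0.14 (fry adjusted p = 0.757), the 29 genes of NF-kB feedback and targets 0.14 (adjusted p = 0.820) and the 40 interferon-stimulated genes 0.05 (adjusted p = 0.757). None of their members passed over all genes or adjusted over the list alone by edgeR, where 5, 0 and 0 had an unadjusted p under 0.05, and DESeq2 without a batch called 0. With the study's settings 9 receptors were higher, among them the chemokine-scavenging receptors Ackr2, Ackr3 and Ackr4, as were 2 NF-kB targets, Icam1 and Tnfaip3. By edgeR Ackr2 and Ackr3 differed by 0.60 and 0.09 within replicates 1 and 2 and by 2.38 and 1.83 within 3 and 4. Icam1 and Tnfaip3 differed by 0.05 and 0.21 within replicates 1 and 2 and by 1.64 and 1.22 within 3 and 4. Without adult replicates 3 and 4 the medians were -0.04 for receptors, -0.11 for NF-kB genes and -0.07 for interferon-stimulated genes. None of these lists passed there (fry adjusted p = 0.939, 0.731 and 0.520). Innate sensing and inflammasome genes had a median of 0.13 over 30 genes (fry adjusted p = 0.225). Its mixed adjusted p, for changes in either direction, was 0.091. Higher when adjusted over the list alone were 5, Casp1, Casp12, Casp4, Tlr6 and Tlr4. The caspase genes among them are the neighbours on chromosome 9 named above. Tlr6 was low, at 0.33 ± 0.10 CPM in aged and 0.07 ± 0.03 CPM in adult cells. Tlr4 stood at 1.43 ± 0.23 against 0.76 ± 0.19 CPM. DESeq2 without a batch called all 5 over all genes, and the study's settings called 4, all but Tlr6.

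Of the fixed genes tested, edgeR called none over all 8 libraries, nor did DESeq2 without a batch, while the study's settings called Krt14 (0.38, adjusted p = 0.0019) and Dll1 (0.39, adjusted p = 0.061) higher. By edgeR within replicates 3 and 4 alone, Dll1 (1.19, adjusted p = 0.011) and Wnt7a (1.87, adjusted p = 0.034) were higher. The IL-17 receptor genes Il17ra and Il17rc stood at 29.3 ± 0.92 against 29.8 ± 0.68 CPM and at 112 ± 13.1 against 128 ± 20.2 CPM in aged and adult cells (adjusted p = 0.968 and 0.850). Il1b (0.47 ± 0.54), Tnf (0.47 ± 0.58), Cxcr3 (0.23 ± 0.54), Xcl1 (0.10 ± 0.41), Crlf2 (0.34 ± 0.28) and Wnt7a (0.17 ± 0.62) all had a standard error above, or close to, their log2 fold change. The values were 0.40 ± 0.22 for the basal keratin Krt14, 0.55 ± 0.31 for the Notch ligand Dll1, -0.38 ± 0.25 for the envelope protein gene Evpl, 0.15 ± 0.14 for Rela and -0.22 ± 0.14 for the cell-cycle inhibitor Cdkn1a (adjusted p = 0.836 to 0.884). The others had too few reads to pass the expression filter. Il17a had 10 counts over all libraries (4 aged, 6 adult), Il17f 23 (18 and 5), Ccl5 42 (24 and 18), Il9 25 (17 and 8) and the senescence gene Cdkn2a 23 (18 and 5). In the edgeR fit without that filter none of them was called, with log2 fold changes of -0.64 ± 1.19, 1.68 ± 0.77, 0.31 ± 0.78, 1.017 ± 1.004 and 1.77 ± 1.03 in this order (adjusted p = 0.833 to 0.953).

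Genes of the hair follicle stem cells and outer sheath held the largest number of list members passing on their own. Of 36 genes 12 were lower in aged cells and 0 higher when adjusted over the list alone, as at an unadjusted p under 0.05, while over all genes edgeR called 0. They were Fgf18 (-1.69 ± 0.27), Inhbb (-0.86 ± 0.18), Cd200 (-0.49 ± 0.12), Foxc1 (-0.50 ± 0.12), Lhx2 (-0.70 ± 0.18), Bmp6 (-1.27 ± 0.33), Nog, Sox9 (-0.82 ± 0.23), Krt79, Barx2, Tcf7l1 and Tnc. Foxc1, Lhx2, Sox9, Barx2 and Tcf7l1 encode transcription factors of the follicle, Bmp6 and Fgf18 encode signals of its resting phase, and Nog encodes a BMP antagonist. DESeq2 without a batch called 9 of the list lower, and the study's settings 12 lower and 1 higher. The whole list had a median of -0.17 (fry adjusted p = 0.757, mixed adjusted p = 0.091). Without aged replicate 1 its directional adjusted p was 0.091, and over all 22 alternatives it ranged from 3.26e-08, by camera with its preset correlation, to 0.995. With an estimated correlation camera gave 0.816. Several of the 12 had larger values within replicates 3 and 4, such as Tnc (-0.39 in replicates 1 and 2, -2.84 in 3 and 4), Bmp6 (-0.48 and -1.89) and Barx2 (-0.31 and -1.21), none of which passed a test of the interaction of age with the replicate pair. Within replicates 3 and 4 alone 14 of the list were lower and 5 higher, the latter being Postn, Aspn, Lgr6, Ccn2 and Dio2. The median of the whole list was -0.28 within replicates 1 and 2 and -0.17 within 3 and 4. Without adult replicates 3 and 4 it was -0.42 (fry adjusted p = 0.731).

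No list of the keratinocyte layers passed. Basal keratinocyte genes had a median of 0.29 with 22 of 26 above 0 (fry adjusted p = 0.757), suprabasal and granular genes -0.41 with 40 of 44 below 0 (adjusted p = 0.757), and barrier lipid enzymes -0.17 over 31 genes (adjusted p = 0.757). All 43 proliferation genes lay above 0, with a median of 0.33 (adjusted p = 0.757). Hair shaft and inner sheath genes had the lowest median of all lists, -1.54 over 39 genes, at the same adjusted p. These directions rest in part on adult replicates 3 and 4, without which the median was 0.53 for hair shaft, -0.10 for basal and 0.10 for barrier lipid genes, -0.11 for suprabasal and 0.03 for proliferation genes. No member of these lists was called by edgeR over all genes. At an unadjusted p under 0.05, 1 suprabasal gene was higher and 4 were lower, as were 4 hair shaft genes and 1 lipid enzyme. The transglutaminase gene Tgm3 of the granular layer, at 30.2 ± 9.68 against 13.7 ± 2.99 CPM (1.14 ± 0.24), was the 1 that passed adjusted over the list alone, and DESeq2 without a batch called it as well. With the study's settings 7 basal genes were higher, Krt14, Krt5, Col7a1, Itga2, Sparc, Itgb1 and Itga6, as were 5 proliferation genes and Tgm3, while 5 suprabasal genes, Notch3, Krt80, Klk8, Flg and Ivl, and the lipid enzyme gene Alox12e were lower.

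Among the signalling lists the Wnt pathway had a median of 0.08, BMP and TGF-beta 0.03, EGF and FGF 0.05 and Notch -0.12 (fry adjusted p = 0.757 to 0.916). Adjusted over the list alone the lower genes were Fzd3 (-0.57 ± 0.14) and Fzd7 (-0.41 ± 0.11), which encode Wnt receptors, Inhbb, Bmp6 and Nog of the BMP list, and Fgfbp3, Fgf18 and Sulf2 of the EGF and FGF list, where Egf was higher (0.64 ± 0.18). Senescence markers had a median of 0.11, circadian clock genes 0.12, oxidative and xenobiotic response genes 0.01, collagens and matrix genes 0.15, and nuclear genes of the respiratory chain 0.02, none with a fry adjusted p below 0.757. Nnt was the called member of the oxidative list. With the study's settings 4 Wnt genes were higher and 5 lower, 4 and 3 for BMP and TGF-beta, 1 and 4 for EGF and FGF, and 2 and 1 for Notch. In the same fit 8 collagen and matrix genes were higher and 1 lower, 3 and 1 for senescence markers, and 1 and 1 each for clock and oxidative response genes. Of the respiratory chain genes 0 were called. In 8 lists the median, mean and test differed in sign, namely chemokines, stress keratinocyte and small proline-rich genes, sebaceous gland, Wnt, BMP and TGF-beta, EGF and FGF, oxidative response and fibroblast. Stress keratinocyte and sebaceous gland genes had medians of 0.28 and 0.07 (adjusted p = 0.940 each).

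No list of markers of other cell types passed either. The medians were 0.10 for dendritic epidermal T cells and other T or NK cells, 0.12 for Langerhans cells, 0.09 for class II antigen presentation, -0.21 for macrophages, monocytes and neutrophils, -0.23 for melanocytes and -0.09 for fibroblasts. They were 0.33 for endothelial cells and pericytes, 0.06 for skeletal muscle, -0.12 for adipocytes, -0.04 for erythroid cells, 0.05 for Schwann cells and nerve and -0.02 for Merkel cells. The lowest fry adjusted p among them was 0.865. Without adult replicates 3 and 4 the first 6 medians were, in the same order, -0.13, -0.41, -0.68, 0.08, -0.04 and 0.20. The next 6 were 0.60, 0.03, 0.44, 0.31, 0.04 and 0.28. Mammary and other gland genes had a median of -0.43 with 7 of 7 below 0 (adjusted p = 0.494), and Aqp5 passed adjusted over the list alone. Of the RNA quality lists, immediate-early and heat shock genes had a median of 0.29, replication-dependent histones 0.37 and small non-coding RNAs -0.06 (adjusted p = 0.757 each). Without adult replicates 3 and 4 these were -0.02, 0.12 and -0.18. Rny1, Rny3 and Rnu12 of the last list were lower when adjusted over the list alone. Mast cell genes were too low to test.

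**Figure D2:**
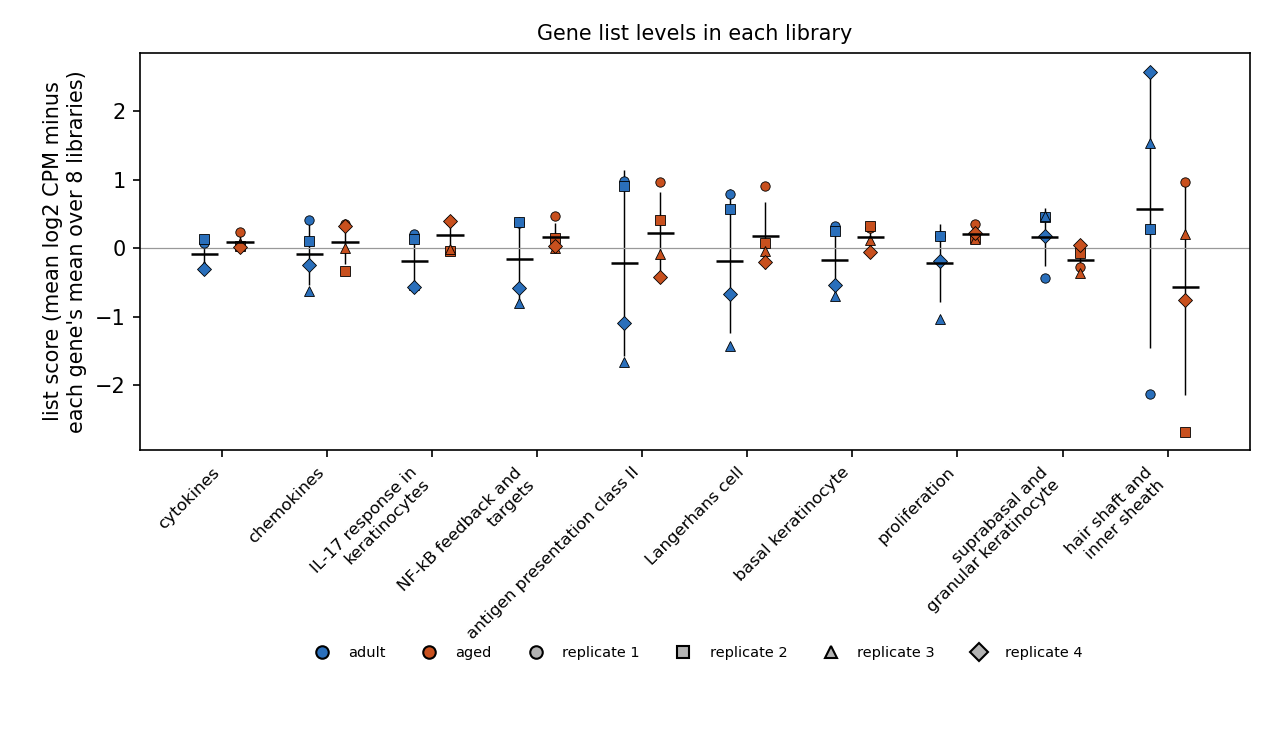
Score of 10 gene lists in each library, the mean over their genes of log2 CPM minus the gene's mean over all 8 libraries, with group means as bars and 1 SD as lines. Adult replicates 3 and 4 lie lowest in class II antigen presentation, at -1.67 and -1.10, while hair shaft scores range from -2.13 to 2.58 among adult libraries.

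One list passed, that of substrain and copy-number candidates. It was drawn up from the study's own calls on these samples, so its direction is not independent evidence. Of its 12 tested genes 7 were lower and 1 was higher, with a median of -1.01 (fry adjusted p = 0.017, and adjusted p = 0.021 by camera with an estimated correlation). Adjusted over the list alone, 7 were lower and 2 higher, the second being Wdfy1 (0.62 ± 0.16, adjusted p = 0.549 over all genes). Cyfip2 stood at 24.2 ± 3.24 against 23.7 ± 3.91 CPM, and Crb1 had 26 counts in all. With the replicate block the list's adjusted p was 0.122, and without aged replicate 2 it was 0.1002. Camera with its preset correlation called 8 lists higher and 7 lower, of which the substrain list alone held with an estimated correlation (the others of these at adjusted p = 0.490 to 0.846).

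The difference between aged and adult cells depended on the pair of replicates compared. Within replicates 3 and 4 edgeR called 1159 genes higher and 976 lower, and within replicates 1 and 2 it called 0 of either, with 193 higher and 399 lower at an unadjusted p under 0.05. The interaction of age with the replicate pair, a test added after these counts were seen, was passed by 112 genes, 106 of them with a higher value in replicates 3 and 4. Examples, chosen after their values were seen, are the basal integrin gene Itga2 (0.13 in replicates 1 and 2, 1.58 in 3 and 4, interaction adjusted p = 0.038), the transcription factor gene Irf1 (-0.36 and 1.10, adjusted p = 0.038), Ackr2 (0.60 and 2.38, adjusted p = 0.040) and the clock gene Bhlhe40 (0.02 and 1.67, adjusted p = 0.023). Across 17487 genes, which are not independent replicates, the fold changes of the pairs correlated with a Pearson coefficient of 0.083 and a Spearman coefficient of 0.117.

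Within replicates 3 and 4, 31 of 39 hair shaft genes were lower in aged cells (median -2.78, against 0.87 in replicates 1 and 2). Higher were 15 of 26 basal keratinocyte genes, among them Itga2, Sox6, Itga6 and Lamb3 (median 0.77 against 0.02), 6 of 10 class II genes, 10 of 21 Langerhans cell genes, with 1 lower, and 15 of 43 proliferation genes, several of them Mcm replication genes. The chemokines Ccl20, Ccl27a, Cxcl16, Cxcl1, Ccl22 and Ccl2 were also higher, 6 of 22, as were 9 of 28 NF-kB genes and 14 of 47 receptors, while 1 receptor, Il22ra1, was lower. The class II and Langerhans cell lists share Cd74, Ctss and the H2 genes of the class II molecules. No list passed fry within either pair (lowest adjusted p = 0.152 in replicates 3 and 4, and 0.298 in replicates 1 and 2).

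Adult replicates 3 and 4 stood apart from the other libraries. On the leading principal component, with 44.5% of the variance, they lay at 78.4 and 54.0 and the other 6 libraries between -38.5 and -6.70. Against adult replicates 1 and 2 their hair shaft genes were higher by 2.99 ± 0.22 on the log2 scale (mean and SE over 39 genes). Their class II genes (-2.33 ± 0.20), Langerhans cell genes (-1.74 ± 0.33), NF-kB genes (-1.07 ± 0.20), basal keratinocyte genes (-0.91 ± 0.11), chemokines (-0.69 ± 0.33) and proliferation genes (-0.79 ± 0.06) were lower. So was the RNA quality list of immediate-early and heat shock genes (-0.87 ± 0.15). Replication-dependent histones shifted by -0.71 ± 0.08, mainly through adult replicate 3. Their scores were -1.16 and -0.02 in adult replicates 3 and 4 against -0.15 and 0.39 in 1 and 2. Proliferation scores were -1.03 and -0.19 in adult replicates 3 and 4 against 0.18 in both 1 and 2. All these SEs are over genes that move together, not over libraries. Mitochondrial genes took 25.3% and 31.1% of the counts in adult replicates 3 and 4, against 17.5% and 18.2% in adult replicates 1 and 2. They took 24.3% and 25.5% in aged replicates 3 and 4, against 21.01% and 17.3% in aged replicates 1 and 2. Without adult replicates 3 and 4, an alternative chosen after seeing the data, 3 genes were higher and 7 lower, 9 of them among the 20. The medians of 24 lists changed sign.

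**Figure D3:**
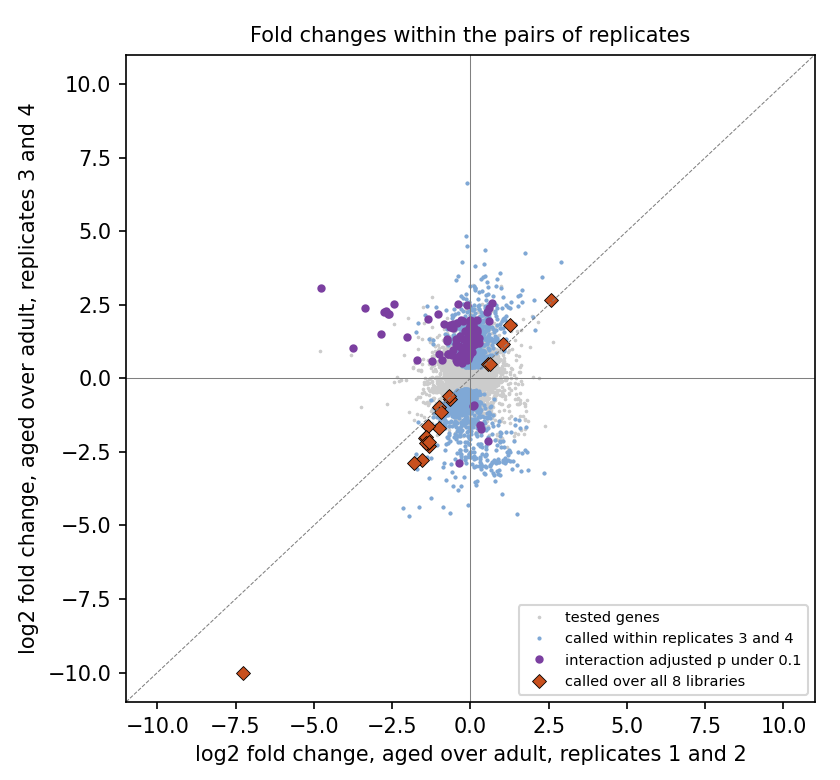
Log2 fold change of aged over adult cells for each tested gene within replicates 1 and 2 (horizontal) and within replicates 3 and 4 (vertical), with the 20 called genes as diamonds and the 112 genes passing the interaction test as purple points. The diamonds, selected over all 8 libraries and so likely to be alike in both pairs, have the same sign in both. Their median size is 1.316 on the log2 scale in replicates 1 and 2 and 1.91 in 3 and 4. The genes called within replicates 3 and 4 scatter along the vertical axis, 62.9% of them with the same sign in both pairs.

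The sex genes, listed as a check of the samples, did not part the groups. Xist, expressed from the inactive X chromosome of females, stood at 2593 ± 802 CPM in aged and 2565 ± 310 CPM in adult cells, and Tsix, which overlaps it on the other strand, at 251 ± 62.9 and 251 ± 34.8 CPM. Of the genes on the Y chromosome, Ddx3y had 27 and Uty 52 counts over all libraries, Eif2s3y and Usp9y 1 each and Kdm5d 0.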

Values the study reported

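The study described its adult mice as 17 to 25 weeks old and its aged mice as 80 to 90 weeks old. It gave control mice 210 µg of IgG1 at each injection, starting at 73 weeks of age. Genes were counted as differentially expressed there at an absolute shrunken fold change above 1.25 and an adjusted p below 0.1.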

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

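The tests of summed gene copies, of the fold change kept without adult replicates 3 and 4, of the interaction of age with the replicate pair and of the share of basal keratinocytes were chosen after the results they bear on had been seen.

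Chance cannot be excluded for the number of genes called between aged and adult cells. The real split called 20 genes and the highest of the other 34 splits called 2063, so that 2 of 35 splits gave as many. That highest split sets replicates 1 and 2 of both ages against replicates 3 and 4, follows the replicate pairs, and points to a structure of the samples. It was the only other split to reach 20 genes, and the median of the other splits was 0. With the replicate number as a block the real split called 1 gene higher and 2 lower. Among the 8 splits that part all 4 pairs, the highest other called 0 genes, but 8 splits are too few for a share under 0.05. The splits outside these 8 each leave at least 1 pair together. For gene lists chance cannot be excluded either, with 1 called by the real split and 2 by the highest other, and 4 of 35 splits giving as many. The 1 list of the real split is the substrain list, which was drawn up from the study's calls on this same split. Without that list the real split called 0. DESeq2 without a batch called 190 genes in the real split and 3192 in the highest other, the same split by replicate pair, with 7 of 35 giving as many, so chance cannot be excluded. For the study's settings the 18 splits are too few for a share under 0.05, with 658 genes in the real split, 1722 in the highest other and 2 splits giving as many. Among the 8 splits that part all 4 pairs, the highest other called 123 genes by DESeq2 without a batch and 390 with the study's settings. Both lie below the real split, but 8 splits are too few for a share under 0.05.

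Several of the leading genes are neighbours or copies of one another. Reads moved from one near-identical copy to another would leave their sum equal in both groups. The Tmem254 copies had all been seen to fall, and their sum differed by -1.78 on the log2 scale with separated groups. This argues against a shift of reads among these copies only. Reads aligning to several places were not counted, so a change in how many reads align to a single place would also alter the sum, and the test cannot decide on that. Without adult replicates 3 and 4 the called genes kept a median of 85.3% of their log2 fold change. These genes were called over all 8 libraries, which favours genes with similar values within a group, so a large share kept was likely in advance. The test therefore cannot decide whether the makeup of these 2 libraries contributes. Inherited segments that differ between the mice of the 2 groups may contribute, since 10 of the 50 genes with the smallest p had another of them, of another gene family, within 1 Mb, but 3 of 35 splits reached as many, with a highest other of 12 and a median other of 4. Age and the origin of the mice cannot be told apart for these genes, because the study's methods name both breeding in its own facility and purchase for either group without saying which applies to each mouse, and age itself stays open and untested.

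The difference between aged and adult cells was not the same in both pairs of replicates. An additive batch shared by both age groups would cancel within each pair, and 112 genes passed the test of the interaction, which argues against it as the whole cause. A lower share of basal keratinocytes alone in adult replicates 3 and 4 would raise the markers of other cell types alike. Against adult replicates 1 and 2 the Langerhans cell genes shifted by -1.74 ± 0.33 (SE over genes) while the hair shaft genes shifted by 2.99 ± 0.22. This argues against a change in basal cells alone. The test cannot decide on a lower basal share in which Langerhans cells fall too, which would give the same values. After each library's trends with transcript length and GC content were removed, 95.1% of the 2032 genes called within replicates 3 and 4, in a fit of the 15443 genes with a length, were still called among 2566 calls, which argues against these trends as the whole cause. A change in the hair shaft fraction, RNA quality or handling, a batch acting on 1 age group, differences between the animals and age itself may each contribute and stay open.

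Of the fixed genes, the Wnt ligand gene Wnt7a differed between the pairs, by -0.42 within replicates 1 and 2 and 1.87 within 3 and 4 (interaction log2 value 2.32, edgeR adjusted p = 0.097).

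In 7 of 156 groups of 4 libraries 1 library lay far from the others, where chance gives about 1 in 20. Aged replicate 1 had a hair follicle stem cell and outer sheath score of 0.35 against -0.32 to -0.23 in the other aged libraries, 92.9 CPM of Il17rc against 117.2 to 120.5 and 4.89 CPM of Xcl1 against 2.02 to 2.10. Aged replicate 2 had an endothelial and pericyte score of -1.07 against 0.43 to 0.55, and a skeletal muscle score of -0.55 against 0.21 to 0.27. The skeletal muscle score of adult replicate 2 was -0.45 against 0.06 to 0.11 in the other adult libraries. Aged replicate 4 had 37.1 CPM of Wdfy1 against 32.4 to 33.2 in the other aged libraries.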

How the results depend on the processing

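Leaving out adult replicates 3 and 4 was chosen after seeing the data. No named gene or list called over all 8 libraries changed sign in an alternative, and none had a changed sign in an alternative that called it. Of 34 named genes 11, and of 41 lists 28, none of them called over all 8 libraries, had another sign in at least 1 alternative, such as Il1b (-0.11 to 0.78) and Wnt7a (-0.62 to 1.87), the lowest adjusted p with a changed sign being 0.741 for genes and 0.298 for lists. The 5 genes higher and 15 lower in aged cells became 1 higher with scaling by library size alone, 1 and 7 at an adjusted p under 0.05 with no fold threshold, 1 and 2 with the replicate number as a block, 21 and 36 with the 2-level batch, 68 and 122 by DESeq2 without a batch, and 335 and 323 with the study's settings. The stricter threshold explains its own lower count, and for the others the cause was not tested. Replicates 1 and 2 alone gave 0 and 0 by edgeR (193 and 399 at an unadjusted p under 0.05), replicates 3 and 4 alone 1159 and 976, and the fit without adult replicates 3 and 4 gave 3 and 7. Fewer samples entered these fits, which does not account for the rise within replicates 3 and 4. For that rise, the values argued against an additive batch and against length or GC content as the whole cause. They also argued against a lower share of basal cells alone, but not against one in which Langerhans cells fall too. With single libraries left out, 1 to 4 genes were higher and 5 to 12 lower, 6 of the 20 being called each time. Between scalings, filters and limma-voom the other counts stayed within 1.5 times.

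The 1 list called lower, of substrain candidates, was lower in all 22 alternatives and below the threshold in 18, at adjusted p = 9.05e-31 to 0.298. The number of lists lower was 0 with the block and within either pair alone, 0 without aged replicate 2, and 3 without aged replicate 1, the 2 others being hair follicle stem cell genes (0.091) and mammary and other gland genes (0.066), the causes not being tested. Camera with its preset correlation called 8 lists higher and 7 lower, of which only the substrain list held with an estimated correlation. Over 22 alternatives the adjusted p was 0.167 to 0.995 for cytokines, higher by the test's direction in all 22, though with a median of -0.05 without adult replicates 3 and 4, 0.257 to 0.995 for chemokines, higher by that direction in 18 and lower in 4, and 0.037 to 0.995 for the IL-17 list, higher in all 22 by direction and median. That 0.037 came from camera with its preset correlation, and with an estimated one camera gave 0.816. Of 34 named genes tested, 21 kept their side of the threshold and 13 fell short of it with the block, and 34 kept it with the 2-level batch. The block changed no other list call. List tests were not run with DESeq2. Depth limits the genes of few counts, such as Il17a, Il17f and Ccl5.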

Other observations

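The genes and lists given here were chosen after their values were seen.

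Within replicates 3 and 4 edgeR called single genes of further lists, while no list passed as a whole (fry adjusted p = 0.271 for immediate-early and heat shock genes and 0.306 for suprabasal and granular genes). Of 30 immediate-early and heat shock genes 16 were higher, among them Klf2, Fosl1, Socs3, Atf3, Egr1 and Jun, and 1, Hspa1a, was lower. Of 43 suprabasal and granular genes 9 were lower, among them the proteases Klk5, Klk7 and Klk8 and the envelope gene Ivl, and 1, Tgm3, was higher. The Wnt list split, with 8 higher, namely the ligands Wnt3a, Wnt4, Wnt6, Wnt7a, Wnt10a, Wnt10b and Wnt16, and Rnf43, and 8 lower, namely the ligand Wnt11, the receptors Fzd1, Fzd3, Fzd5 and Fzd7, and Lgr4, Nkd2 and Sfrp1. Of 41 interferon-stimulated genes 8 were higher, among them Oas1g, Psmb8 and Gbp2, and of 21 clock genes 7 were higher and 1, Nfil3, lower. Of 42 collagen and matrix genes 14 were higher and 5 lower. The interaction of age with the replicate pair passed for Ngfr (0.12 in replicates 1 and 2, 1.52 in 3 and 4, adjusted p = 0.038), Bmp3 (0.21 and 1.59, adjusted p = 0.040), Oas1g (-0.12 and 2.49, adjusted p = 0.085) and Wnt10a (0.21 and 1.66, adjusted p = 0.088), all by edgeR.

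The aged libraries also differed between the replicate pairs. In aged replicates 3 and 4 against 1 and 2 the class II genes shifted by -0.94 ± 0.08 and the hair shaft genes by 0.58 ± 0.12 (mean and SE over genes). The respiratory chain genes shifted by -0.30 ± 0.02 against -0.11 ± 0.02 in adult libraries. These SEs are over genes that move together, not over libraries. Hair shaft scores were 0.97 and -2.69 in aged replicates 1 and 2 and 0.21 and -0.76 in 3 and 4. That shift therefore rests on aged replicate 2. Respiratory chain scores of the adult pairs overlapped, at -0.11 and 0.20 in replicates 1 and 2 and -0.10 and -0.02 in 3 and 4. As an additive term the replicate pair was passed by 3560 genes.

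Summed over their copies, Fam177a rose by 0.54 and Srp54 by 0.45 on the log2 scale in aged cells. Over the collagen and matrix list alone, Adamtsl1 was lower (-1.59 ± 0.29) and Col19a1 higher (1.12 ± 0.29), and DESeq2 without a batch called both.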
